A study of Mus musculus with 6 samples. Its data were reported in "Expansion of interferon inducible gene pool via USP18 inhibition promotes cancer cell pyroptosis" (2023).

How the data were processed

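Accessible chromatin was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in 6 libraries from mouse leukaemia cells. The cells carried the AML1/ETO 9a (AE9a) oncogene, 1 floxed allele of Usp18 and a Cre recombinase that tamoxifen activates. They were grown in recipient mice, and the mice received oil or tamoxifen once they were ill. Lineage-negative, c-Kit-positive cells were sorted from spleen 3 days after the first injection. The oil group comprised replicates 1, 2 and 4 and the tamoxifen group replicates 1, 3 and 4, as the sample titles give them. The labels do not state whether each library came from a separate mouse, and the study's text is not consistent on it. Its count of replicates for this assay is lower than the number of libraries in a group here, whereas its RNA methods give, for the sorted cells that also served for ATAC-seq, as many mice per group as there are libraries, which would fit a separate mouse for each. Each SD and n is therefore over libraries. The oil libraries agreed nearly to counting error, with a chi-square per degree of freedom of 1.04 to 1.22 between pairs over 175918 peaks, where counting error alone gives at most about 1, whereas the tamoxifen pairs gave 1.49 to 2.68. As each pair lay above 1, none was treated as a repeat of 1 library. Values just above 1 do not show that the libraries came from separate mice, since libraries from the same mouse could give them too.

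The authors mapped the reads to mm10 with Bowtie2, called peaks per group with HOMER, merged the peak list of each group, and counted tags per merged peak. The deposited table holds raw tags per peak, an estimated count in steps of 0.5 because each mate of a read pair counts as 0.5 tags, with at most 3 tags per position and no normalisation. The deposited table also holds a score per peak, carried over from the authors' peak lists, which was used here only as a filter in an alternative. How the scores of merged peaks were combined is not stated. The limit of 3 tags per position caps the highest peaks, and the peak lists were made from the libraries that were then compared. A peak open in 1 group alone enters the table, whereas a peak called in neither does not. Widths ran from 138 to 2221 bp with a median of 250 bp, so the merged peaks were not of 1 fixed size.

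The table held 175929 peaks. Of 52046 distances to a transcription start site (TSS) that could be compared with the mm10 reference annotation used here, 93.0% lay within 2 bp of it, and on none (0) of the 21 chromosomes compared did a peak end beyond the reference sequence. Peaks more than 3000 bp from a TSS were termed distal (122399), as in the study's methods, and the others promoter-proximal (53478). A further 52 peaks had no TSS distance and entered only the fit of all peaks. Total tags per library ran from 57.4 to 74.7 M (1 M is 1000000 tags) and tags in peaks from 17.5 to 21.1 M. The median peak held 45.0 to 57.0 tags per library, so that counting error was a sizeable part of the spread at a typical peak.

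Tags were rounded to whole numbers and tested with DESeq2 1.42.0 (R 4.3.3) at its defaults, with a Wald test of tamoxifen against oil and Benjamini-Hochberg adjustment. Distal, promoter-proximal and all peaks were fitted separately. A peak was called at a fold change over 2 and an adjusted p under 0.05. Size factors, the test, filters, the TSS limit, the thresholds and the libraries were varied 1 at a time. The test was varied with edgeR 4.0.16, whose quasi-likelihood fit was run in its robust form. Peak sets were tested with camera on voom values in limma 3.58.1 at an inter-gene correlation of 0.01, two-sided, and again with an estimated correlation and with fry. A set held the peaks whose nearest TSS, within 100000 bp, belonged to a gene of a list, or the peaks that contained a consensus motif on either strand. Lists comprised typical interferon-stimulated genes (ISGs), NF-kB inflammatory genes, p53 damage genes, and marker genes of T cells, B cells, erythroid cells and mature myeloid cells. They were drawn up for this work. The list of typical ISGs is not the class of that name that the study defined in human cells. These 7 lists and 2 motifs made a family of 9 tests. Changes between settings were judged on the unadjusted camera p at 0.05. Totals per library were compared with an exact two-sided permutation test over 20 label assignments, for which the smallest possible p is 0.1.

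Peaks are named in the text by a rule. Among called peaks whose 3 tamoxifen values all lay on 1 side of the 3 oil values, the 5 distal and 3 promoter-proximal peaks with the smallest adjusted p were taken in each direction. For each gene of interest to the study, the peak nearest its TSS was added. Groups, tests, lists, this rule and 92 lines of alternatives were chosen before the data were examined. A further 23 lines of alternatives, the heat shock, chaperone and immediate early gene lists, and the motif panel beyond ISRE and NF-kB were chosen afterwards.

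The fits were tested on simulated data with 200 changed peaks among 122399. Changed peaks were taken above a limit on mean tags and moved by a log2 of 1.5 or 3 in either direction. All peaks were drawn independently. Smaller changes of single peaks, changes at peaks with few tags and neighbouring peaks that move together were not simulated. The shares that follow need not hold for the data. DESeq2 recovered 86% of the changed peaks and edgeR 88%, none in the wrong direction. Unchanged peaks made up 7.53% of DESeq2's calls and 11.6% of those of the robust form of edgeR, above the nominal 5% in this simulation. The default form of edgeR had given 17.8% and was replaced by the robust form for that reason. The acceptance limit for this share had been 10%, and it was raised to 15% because the robust form still exceeded it. DESeq2 recovered 74 of 100 peaks simulated at a log2 change of 1.5 and 98 of 100 at 3. In the set test, 300 peaks simulated with a log2 shift of 0.3 gave a camera p of 4.78e-26 and 300 unshifted peaks gave 0.165. Motifs and gene positions came from the reference sequence and annotation through pysam 0.24.0. The 191 peaks on contigs had no sequence here and entered no motif set. Expression of the same cells was not analysed here. The groups differed in the drug and in Cre activation as well as in Usp18, and no tamoxifen-treated cells without the floxed allele were analysed.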

Results

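To examine chromatin accessibility after loss of 1 Usp18 allele in established AE9a leukaemia, ATAC-seq tags of 3 oil and 3 tamoxifen libraries were compared over 175929 peaks. Usp18 encodes a protease that removes the ubiquitin-like protein ISG15 and restrains interferon signalling. AE9a is a truncated form of the AML1/ETO fusion protein that causes acute myeloid leukaemia in mice. Here n counts libraries, and the labels do not state whether each came from a separate mouse. Total tags ran from 57.4 to 74.7 M (1 M is 1000000 tags) per library. Tags in peaks averaged 19.4 M ± 1.80 (SD, n = 3) in the oil group and 19.3 M ± 1.59 (SD, n = 3) in the tamoxifen group, without a detectable difference (exact two-sided permutation test, p = 1, smallest possible p 0.1). They made up 29.3% ± 0.948 (SD, n = 3) of all tags after oil and 29.8% ± 0.646 (SD, n = 3) after tamoxifen (exact permutation p = 0.5). The promoter-proximal share of tags in peaks was 53.1% ± 0.705 (SD, n = 3) after oil and 52.5% ± 0.603 (SD, n = 3) after tamoxifen, a difference within the spread between replicates (exact permutation p = 0.3). Of the 3 comparisons of totals, none could fall below 0.1.

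On average, libraries of a group resembled each other more than libraries of the other group, with tamoxifen replicate 4 as an exception. The mean Pearson correlation across peaks of log2 tags per 1000000 tags was 0.964 within groups and 0.945 between groups, and the difference of 0.0192 ranked 1 among the 10 splits of the 6 libraries. Peaks are not independent replicates, and the rank was 2 of 10 when any 1 of the oil libraries was left out. The largest shift came from leaving out tamoxifen replicate 4, after which the difference was 0.0353. The oil libraries correlated with each other at 0.974. Tamoxifen replicates 1 and 3 correlated at 0.968, whereas tamoxifen replicate 4 correlated with these at 0.948 and 0.949 and with the oil libraries at 0.959 to 0.963. On the first principal component, which held 47.2% of the variance, tamoxifen replicate 4 lay at -11.3, between the oil libraries at -72.8 to -66.0 and tamoxifen replicates 1 and 3 at 95.1 and 123.

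**Figure D1:**
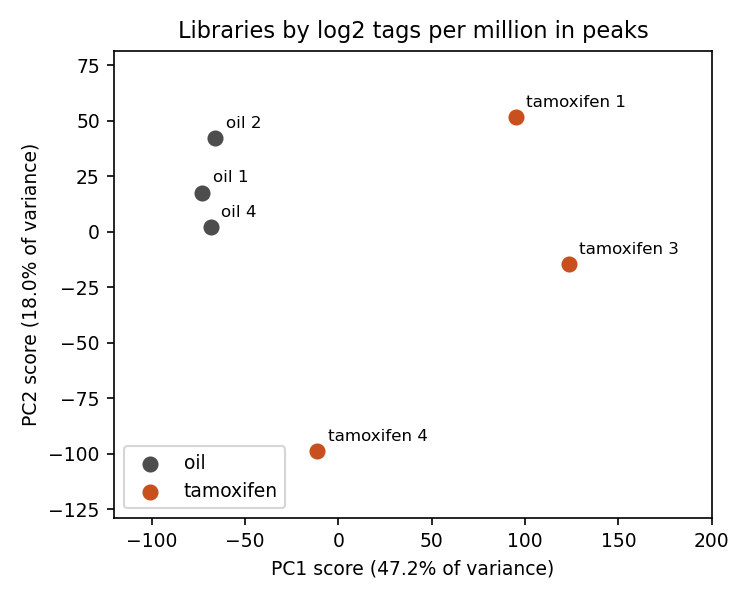
Scores of the 6 libraries on the first 2 principal components of log2 tags per 1000000 tags, with the share of variance on each axis and colour for the group. Tamoxifen replicate 4 lies at -11.3 on the first component, between the oil libraries and the other 2 tamoxifen libraries.

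The study's methods compare distal peaks, which hold most enhancers. Of 122399 distal peaks, 1042 were called by DESeq2 at a fold change over 2 and an adjusted p under 0.05, of which 934 had more tags and 108 fewer tags after tamoxifen. Called peaks had a median log2 fold change of 1.31 where higher and -1.37 where lower. At an unadjusted p under 0.05 there were 12169 distal peaks. The groups did not overlap at 23.1% of the tested distal peaks, against 10% by chance for 3 against 3. The count depended on the libraries. Without tamoxifen replicate 4, 2474 distal peaks were called, 1716 higher and 758 lower, and without tamoxifen replicate 3 the count was 292. Leaving out 1 of the other 4 libraries gave 435 to 566 calls. The robust edgeR quasi-likelihood test called 1499 distal peaks and shared 946 of the 1042.

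**Figure D2:**
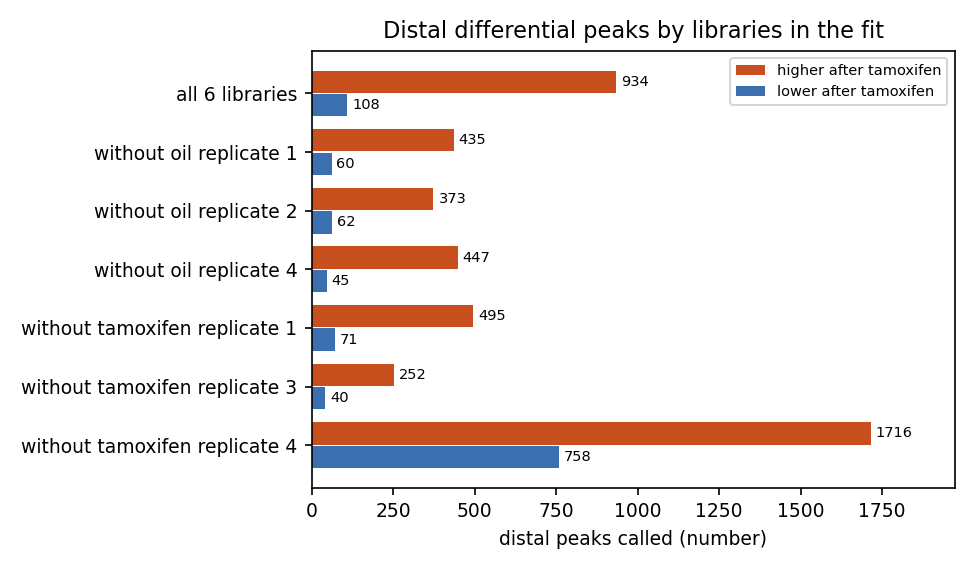
Number of distal peaks called at a fold change over 2 and a DESeq2 adjusted p under 0.05, higher or lower after tamoxifen, with all 6 libraries and with each library left out. The number of higher peaks runs from 252 to 1716 and the number of lower peaks from 40 to 758 when 1 library is left out.

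Among 53478 promoter-proximal peaks, which the study's methods leave out, 206 were called, 179 higher and 27 lower, and 4651 had an unadjusted p under 0.05. Without tamoxifen replicate 4 the count was 343, without tamoxifen replicate 1 or 3 it was 95, and without oil replicate 1 or 2 it was 123. The fit of all 175929 peaks called 1150, 1034 higher and 116 lower. Peaks called in either direction made up 0.50% of the peaks found in the lists of both groups, 0.268% of those in the oil list alone and 2.23% of those in the tamoxifen list alone. Because the lists were made from the libraries compared here, the shares are not independent of the calls.

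The distal peaks with the smallest adjusted p and more tags after tamoxifen lay near 3 genes (mm10). An intergenic peak on chromosome 1 at 182082047 to 182082399, at -42514 bp from the TSS of Srp9, rose from 41.2 ± 0.211 to 295.1 ± 87.4 normalised tags (SD, n = 3 each), with a log2 fold change of 2.84 (SE 0.237) and a DESeq2 adjusted p of 5.35e-28. Neighbouring peaks starting at 182084412 and 182084648 had log2 fold changes of 2.52 and 2.44. A peak in intron 1 of Ston2 (chromosome 12, 91745849 to 91746187) rose from 44.2 ± 12.4 to 238.7 ± 7.49 (SD, n = 3 each), with a log2 fold change of 2.42 (SE 0.211) and a DESeq2 adjusted p of 1.22e-25. An intergenic peak at -16679 bp from the TSS of Dnah17 (chromosome 11, 118145765 to 118146032) had a log2 fold change of 1.46. The 3 promoter-proximal peaks with more tags lay in exon 1 of Kcnq5 (chromosome 1, 21961251 to 21961542, log2 fold change 1.63), at the promoter of Cyp11a1 (chromosome 9, 58014397 to 58014660, 2.23) and at the promoter of Lrrc58 (chromosome 16, 37868282 to 37868505, 1.18).

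The distal peaks with fewer tags after tamoxifen that the rule named all lay downstream of genes of heat shock proteins. The nearest TSS of 3 of them, on chromosome 17, was that of Snord52. The first of these (34947119 to 34947570) fell from 355.6 ± 38.9 to 85.9 ± 29.8 normalised tags (SD, n = 3 each), with a log2 fold change of -2.04 (SE 0.203) and a DESeq2 adjusted p of 3.57e-19, and lay 8859 bp past the 3′ end of Hspa1b. The others, starting at 34945054 and 34946054, had log2 fold changes of -2.32 and -2.43. Hspa1a and Hspa1b are near-identical copies, so tags inside these genes cannot be assigned with certainty. A peak in intron 1 of 1700001K19Rik (chromosome 12, 110678651 to 110679242, log2 fold change -1.19) lay 11794 bp past the 3′ end of Hsp90aa1. A peak on chromosome 5 (149612635 to 149613126, log2 fold change -2.23) lay 3717 bp past the 3′ end of Hsph1. Of the promoter-proximal peaks with fewer tags, that in intron 1 of Nfkbie (chromosome 17, 45557846 to 45558395, log2 fold change -1.39) lay 9383 bp past the 3′ end of Hsp90ab1. Another in intron 1 of 1700001K19Rik (110679785 to 110680134, -1.18) lay 10902 bp past the 3′ end of Hsp90aa1, and that near Hspa1b (34961333 to 34961546, -2.21) lay 7813 bp past the 3′ end of Hspa1a.

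**Figure D3:**
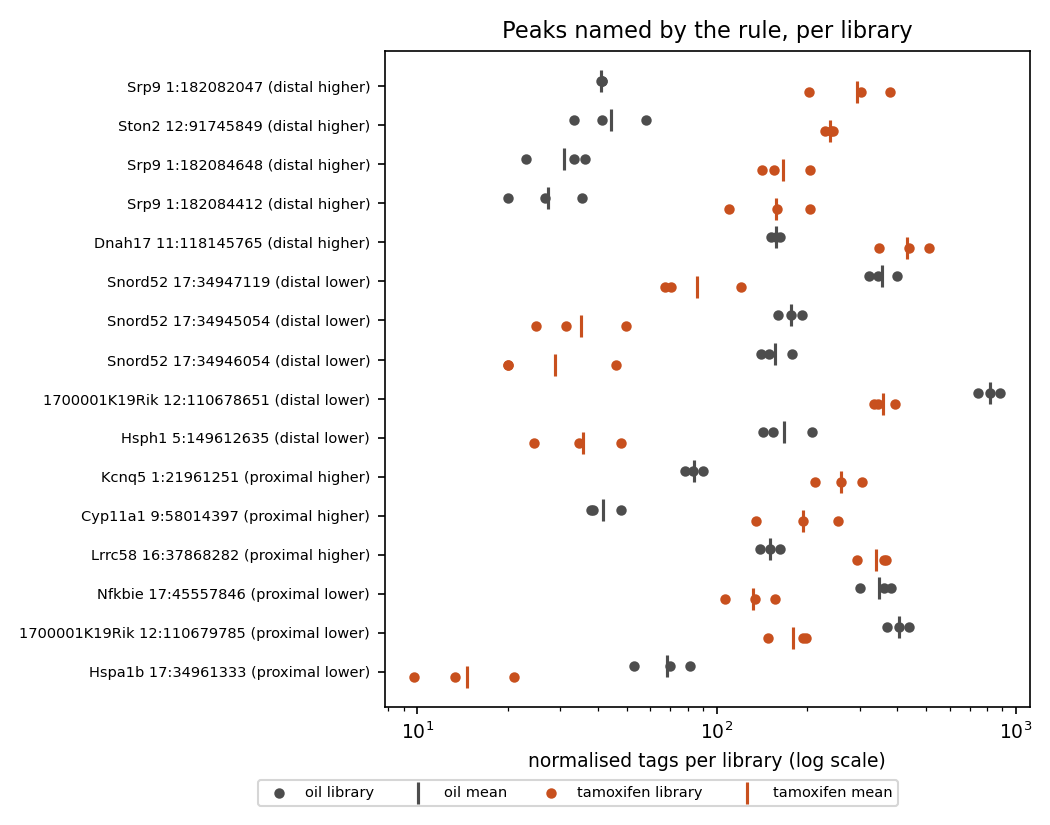
Normalised tags per library, on a log scale, at the peaks named by the rule, with dots for libraries and ticks for group means (n = 3 each). At each peak the 3 tamoxifen values lie on 1 side of the 3 oil values.

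**Figure D4:**
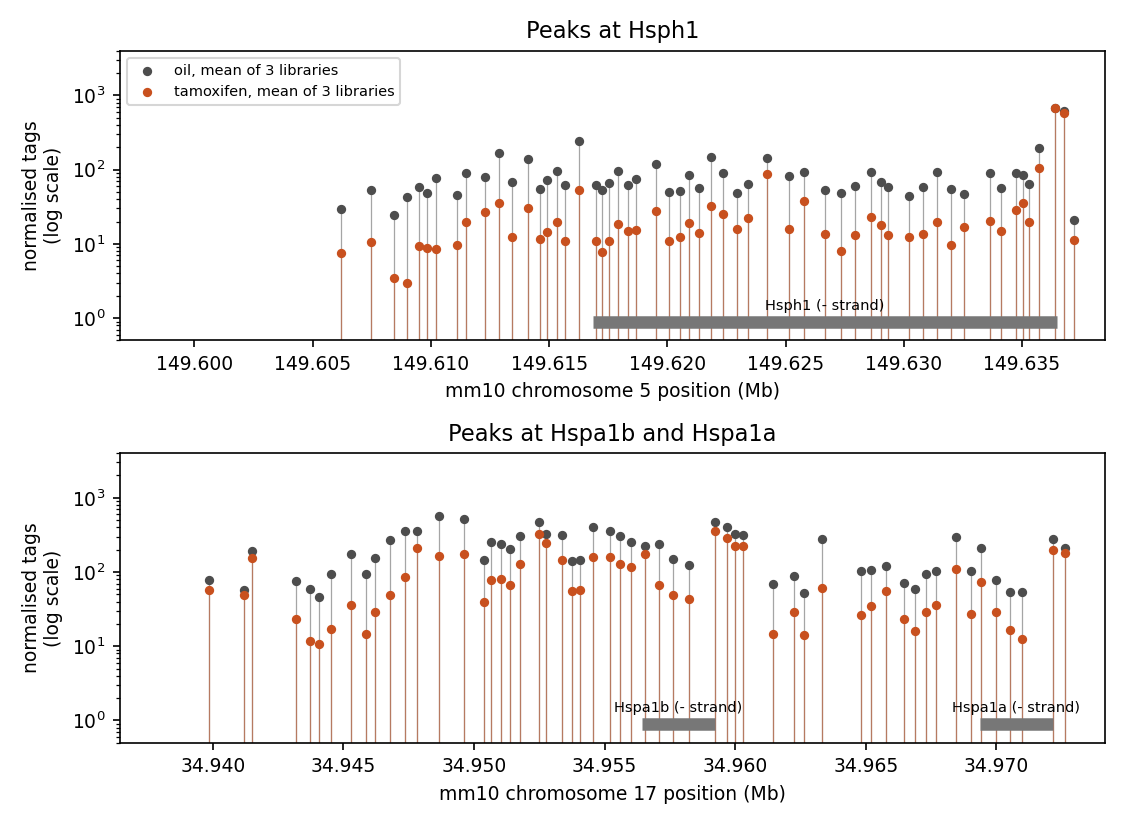
Mean normalised tags of the 3 oil and the 3 tamoxifen libraries, on a log scale, at each peak around Hsph1 and around Hspa1b and Hspa1a, with grey bars for the genes. All 3 genes have their 3′ end at the left, and the peak starting at 34947119 falls from 354.4 to 86.6 tags in the fit of all peaks.

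Usp18 is the gene targeted in these cells. None (0) of its 15 peaks within 100000 bp reached an adjusted p under 0.05 over all peaks or adjusted over the list alone, and 0 reached an unadjusted p under 0.05. The peak at its TSS (chromosome 6, 121245804 to 121246023) had 438.1 ± 21.8 normalised tags after oil and 448.8 ± 16.7 after tamoxifen (SD, n = 3 each). Which exon is floxed is not stated in the labels, so these peaks do not check the deletion. Plk2, which the study follows as an ISG that is not typical, had 7 such peaks. None (0) passed over all peaks with DESeq2 and all 6 libraries, where the smallest adjusted p was 0.0684. At an unadjusted p under 0.05 there were 2. Adjusted over the list alone, 1 passed (smallest adjusted p 0.00779, log2 fold change 0.68). That peak was intergenic, at -10348 bp from the TSS. The peak nearest the TSS did not pass (log2 fold change 0.17, DESeq2 adjusted p 0.907). Over all peaks, 1 passed without tamoxifen replicate 4 (adjusted p 0.01915), and 0 passed with any 1 of the other 5 libraries left out (smallest adjusted p 0.299 to 0.547). The value adjusted over the list alone was 0.0665 without oil replicate 2, 0.0722 without oil replicate 4 and 0.131 without tamoxifen replicate 1. With edgeR, 1 peak of Plk2 passed over all peaks (adjusted p 0.0204). For these cells the study reports that no difference in the ATAC-seq peaks of Plk2 could be detected. It reports a rise in a histone mark at this gene, which was not analysed here.

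Of the other genes of interest, Il10 had 16 peaks, of which 4 passed over all peaks and 6 adjusted over the list alone, and all 4 had more tags after tamoxifen. The peak nearest its TSS was not among them (log2 fold change -0.04). The single peak of Fpr1 (chromosome 17, 17879433 to 17879680, intron 1) rose from 16.5 ± 3.88 to 45.8 ± 8.90 normalised tags (SD, n = 3 each), with a DESeq2 adjusted p of 0.00787 that was 0.171 without oil replicate 1, 0.0510 without oil replicate 2, 0.0733 without oil replicate 4 and 0.0553 without tamoxifen replicate 1. No peak passed over all peaks for Isg15 (0 of 2), S100a8 (0 of 1) or Sgk1 (0 of 25), and at an unadjusted p under 0.05 there were 0, 0 and 3. For Sgk1, 2 passed adjusted over the list alone. No peak (0) was assigned to Ccl4.

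Whether chromatin near typical ISGs, by a list of 64 genes drawn up here, moved as a set was then tested. The ISGs that the study terms atypical were not tested as a set. The 490 tested peaks near typical ISGs had a median log2 change of -0.02 (camera p = 0.453, Benjamini-Hochberg adjusted over 9 sets 0.713), and 8 of the 10 splits in an exact permutation of the libraries gave as small a p. Of the 491 peaks of the list, 4 with more and 2 with fewer tags passed adjusted over all peaks, 3 adjusted over the list alone, and 39 at an unadjusted p under 0.05. The 2 with fewer tags lay in Uba7, named here after its values were seen, where oil replicate 2 (14.6 and 7.80 normalised tags) lay nearer to the tamoxifen libraries (at most 11.6 and 5.57) than to the other oil libraries (at least 99.3 and 46.3). Restricting the set to peaks within 3000 bp of a TSS gave a lower set with a camera p of 0.0164, and the peaks farther away moved the other way with one of 0.472. The 612 peaks near NF-kB inflammatory genes were higher by a median log2 of 0.07 in the tamoxifen group (camera p = 0.0353, adjusted 0.0793; 4 of the 10 splits in an exact permutation gave as small a p), and all 3 tamoxifen library medians were positive, although that of replicate 4 lay within the oil range. This did not hold with an estimated correlation (0.209) or with fry (0.146), nor without oil replicate 2 (0.0694), tamoxifen replicate 1 (0.0862) or tamoxifen replicate 3 (0.12). Of the list, 9 peaks with more and 6 with fewer tags passed over all peaks, and 12 with more and 6 with fewer adjusted over the list alone. The 6 with fewer tags that passed over all peaks were those of Nfkbie, downstream of Hsp90ab1. The 299 peaks near p53 damage genes did not move as a set (median log2 change 0.02, camera p = 0.554, adjusted 0.713, as small in 8 of the 10 splits of an exact permutation), but 11 passed over all peaks, all higher, 6 of them near Cdkn1a, and 18 with more and 2 with fewer tags passed adjusted over the list alone. Of the sets with an unadjusted camera p under 0.05, that of erythroid markers kept it with an estimated correlation and with fry, that of mature myeloid markers with fry alone, and those of T-cell markers and NF-kB inflammatory genes with neither.

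**Figure D5:**
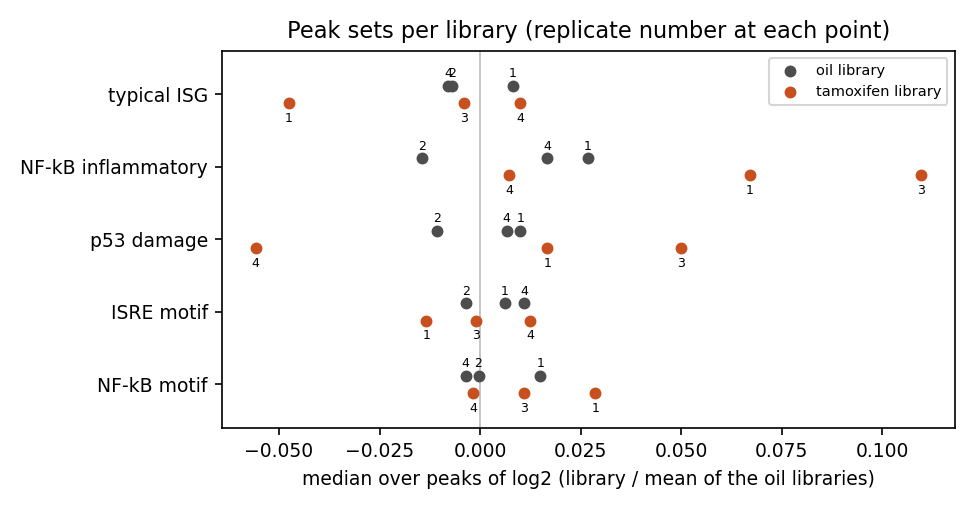
Median over the peaks of each set of the log2 ratio of a library to the mean of the oil libraries, with the replicate number at each point. For the NF-kB inflammatory genes the tamoxifen medians are 0.07, 0.11 and 0.01 for replicates 1, 3 and 4.

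Peaks with an interferon-stimulated response element (ISRE, consensus GAAANNGAAA, 5425 peaks tested) had a median log2 change of -0.01 (camera p = 0.991, adjusted 0.991, as small in 9 of the 10 splits of an exact permutation). Peaks with an NF-kB motif (GGGRNNYYCC, 12189 peaks) had one of 0.01 (camera p = 0.524, adjusted 0.713, as small in 7 of the 10 splits of an exact permutation). With the stricter consensus, 621 peaks were higher, with a camera p of 0.00827. This set was tested only with camera at a correlation of 0.01 and all 6 libraries. An estimated correlation, fry, leaving out libraries and other splits were not run on it.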

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

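The GC-dependent normalisation, the limit on the peak score, all alternatives for named peaks, and those for motif sets other than the second consensus and the intensity-dependent normalisation were chosen after seeing the data, whereas the counts over splits of the libraries were set before. The counts of called peaks were within 1.5 times their reported values under size factors from total tags in peaks, TMM or total mapped tags, under intensity-dependent normalisation, with a filter on low tags, on autosomes alone, and at an adjusted p under 0.1. The same held for a GC-dependent normalisation and for peaks with a score of at least 800. Without a fold-change limit the counts rose to 1729 distal, 717 promoter-proximal and 2448 peaks in all, since fewer conditions applied. edgeR called 1814 of all peaks against 1150, and the cause was not tested, although unchanged peaks made up a larger share of its calls in simulated data. A TSS limit of 1000 bp left 109 promoter-proximal calls among fewer peaks. Every distal call kept its direction in each of these fits that tested it.

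Leaving out 1 library gave from 292 to 2474 distal calls, from 95 to 343 promoter-proximal calls and from 369 to 2710 calls in all. The lowest distal count came without tamoxifen replicate 3 and the highest without tamoxifen replicate 4, where 978 of the 1042 distal calls remained and the share of higher calls was 69.4% instead of 89.6%. Fewer libraries account for a loss of calls, but not for the rise. Only 1 of the 10 splits of the 6 libraries, the split by group, gave as many distal calls, and this was also so for the promoter-proximal (1 of 10) and all calls (1 of 10). The next split, with oil replicates 1 and 4 and tamoxifen replicate 4 in 1 arm, gave 13 distal calls. With 10 splits the share cannot fall below 0.1, so this does not exclude that the grouping arose by chance.

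Numbers 1 and 4 occur in both groups, but no label says that a number marks a shared mouse, and the deviations from the group means correlated at -0.0431 for number 1 and 0.0507 for number 4. Pairs with different numbers gave -0.09 to 0.122, so these values show no sign of pairing. They cannot exclude a shared donor or day, and the samples were treated as unpaired. With the replicate block, on these 4 libraries, 32 distal (12 higher, 20 lower), 22 promoter-proximal (6 higher, 16 lower) and 52 peaks in all (19 higher, 33 lower) were called, so that 37.5% of the distal calls were higher against 89.6% with all 6 libraries, the camera p of the NF-kB inflammatory genes was 0.0813, the smallest list-adjusted p of Plk2 was 0.445, and directions near 0 turned for the ISRE set (0.956), the B-cell set (0.598) and the Usp18 TSS peak (log2 change -0.036). Of the 16 called peaks named by the rule, 15 stayed called and that at 34961333 near Hspa1b did not (adjusted p 0.0759), and the Fpr1 peak, named as a gene of interest, was no longer called (adjusted p 1, log2 change 1.72). No adjusted p was given for 37969 distal, 1037 promoter-proximal and 44342 of all peaks, and these count as neither kept nor lost.

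Among the peak sets, the erythroid markers stayed lower under each alternative run. The typical ISG set was lower with peaks within 3000 bp (camera p 0.0164) and turned, without passing the threshold, with those farther away (0.472). The NF-kB inflammatory set lost its unadjusted threshold with an estimated correlation (0.209), fry (0.146) and peaks within 3000 bp (0.204). The T-cell set lost it with an estimated correlation (0.269) and fry (0.145) and turned within 3000 bp (0.768), and the mature myeloid set lost it with an estimated correlation (0.0528) and within 3000 bp (0.130). The stricter NF-kB consensus passed with camera (0.00827), the only test of that set. The ISRE set turned with fry (0.338), the longer consensus (0.584) and total-tag scaling (0.990), and the B-cell set with fry (0.805), within 3000 bp (0.763), with total-tag scaling (0.971) and with intensity-dependent normalisation (0.980). The cause was not tested for these.

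With 1 library left out, the camera p ran from 0.265 to 0.934 for typical ISGs, from 0.00237 to 0.12 for NF-kB inflammatory genes, from 0.122 to 0.884 for p53 damage genes, from 0.819 to 0.994 for ISRE, from 0.387 to 0.882 for NF-kB motifs, from 0.00304 to 0.266 for T-cell, from 0.653 to 0.981 for B-cell, from 7.87e-07 to 0.00146 for erythroid and from 0.00890 to 0.102 for mature myeloid markers. The T-cell set lost its threshold without tamoxifen replicate 1 (0.266), the NF-kB inflammatory set without oil replicate 2 (0.0694) or tamoxifen replicate 1 (0.0862) or 3 (0.12), and the mature myeloid set without oil replicate 1 (0.0801) or tamoxifen replicate 1 (0.0514) or 4 (0.102). Counting the split by group, a camera p at least as small came from 8 of the 10 splits for typical ISGs, 4 for NF-kB inflammatory genes, 8 for p53 damage genes, 9 for ISRE, 7 for NF-kB motifs, 4 for T-cell, 10 for B-cell, 1 for erythroid and 2 for mature myeloid markers. The smallest list-adjusted p ran from 0.00328 to 0.131 for Plk2 (1 of 10 splits as small) and from 0.902 to 0.981 for Usp18 (10 of 10). The difference in tags in peaks ran from -1.04 to 0.807 M tags, that in their share of all tags from -0.0222 to 0.903 percentage points, and that in the promoter-proximal share from -0.961 to -0.240. The similarity difference ran from 0.0140 to 0.0353 and was 0.0330 on distal peaks alone.

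The 16 called peaks named by the rule kept direction and threshold in 64 of 64 comparisons under other tests and scalings and in 96 of 96 with 1 library left out. The peaks named for genes of interest kept both in 28 of 28 and in 35, with 4 that lost the threshold, all of them at the Fpr1 peak (its call with the replicate block is given above), and 3 that turned. Near 0, the Usp18 TSS peak ran from -0.0028 to 0.068 and the Il10 peak nearest its TSS from -0.12 to 0.046 on the log2 scale with 1 library left out. In simulated data 74 of 100 peaks changed by a log2 of 1.5 were recovered and 98 of 100 changed by 3, and whether depth accounts for the peaks missed was not tested.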

Other observations

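Tests of GC and intensity bias, of the depth and mixture of tamoxifen replicate 4, of Uba7, of motif frequencies in higher and lower peaks and of estrogen response elements were chosen after the results they measure, or part of them, were seen, and the heat shock and immediate early gene lists were drawn up after the patterns were noticed, although the values of their further genes had not been looked at.

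Of the 116 lower peaks among all peaks, 75 (64.7%) lay inside heat shock genes (the 9 first seen and 16 others listed) or up to 20000 bp downstream of them, a stretch that holds 0.310% of the peaks, and none (0) of the 1034 higher peaks did. This share depended on the libraries. Without tamoxifen replicate 4, 634 of 766 lower peaks lay outside heat shock genes, and without tamoxifen replicate 1, 24 of 86 did. The medians of the 75 peaks against the oil mean were -2.16, -1.97 and -1.25 on the log2 scale in tamoxifen replicates 1, 3 and 4. A bias with tag level or GC content as the whole source is argued against, since 71 remained called after intensity-dependent normalisation and 75 after GC-dependent normalisation. Loss of a copy would lower the start sites as well, but the start-site windows of the 9 genes first seen changed by a median log2 of -0.04 and the stretches inside and downstream by -0.80. The start sites were not level either. Their median lay below the matched range (-0.027 to 0.033, with 38 of 10000 draws as low), the start sites of Hspa1a and Hspa1b changed by -0.35 and -0.46, against -1.58 and -1.59 inside and downstream of these genes, and the stretches upstream of the 9 genes changed by -0.21 (3 of 10000 draws as low). In 13 further heat shock genes, whose values had not been looked at, the stretches inside and downstream changed by -0.21, lower than in 10000 draws of matched genes (0 as low, matched range -0.10 to 0.07), with 9 of the 13 genes lower. The library medians of these were -0.21, -0.11 and -0.05 in tamoxifen replicates 1, 3 and 4, and the last lay close to the oil libraries (-0.04 to 0.10). Chaperones of the endoplasmic reticulum changed by 0.014, within the matched range, so they were not lower as a set. This is consistent with lower activity of the heat shock response in the tamoxifen libraries. Whether the drug, Cre activation, Usp18 or the handling of the mice and cells lies behind it cannot be told apart, because each goes with the group. Uneven handling was expected to lower immediate early genes in every tamoxifen library. Downstream of these the groups instead differed by 0.13, above the matched range (-0.10 to 0.03, with 10000 of 10000 draws as low). The values were higher in replicates 1 and 3 and lower in replicate 4. Handling that acts on heat shock genes alone stays open.

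Downstream of 21 immediate early genes not looked at before, tamoxifen replicate 1 exceeded tamoxifen replicate 4 by a median log2 of 0.38. None (0) of 10000 draws of matched genes was as high, and their median of 0.0109 argues against depth or scaling as the source. A difference that goes with transcription of this class of genes is a candidate explanation. Such a difference would give the excess seen in these further genes, but expression was not analysed here. Its cause was not tested, since the 2 libraries belong to the same group.

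Tamoxifen replicate 4 lay between the groups. Lower depth is argued against as the source, since it held 20.5 M (1 M is 1000000) tags in peaks, more than replicates 1 and 3. At peaks called without it, it had moved by 42.4% (40.7 to 44.1) of the distance from oil at 1944 higher peaks and by 31.8% (28.5 to 35.1) at 766 lower peaks. A mixture with a fixed share of cells in the oil state, such as cells without deletion, would give 1 share. By the criterion set for this test the 2 shares differ, and outside heat shock genes the share at 634 lower peaks was 17.3% (14.8 to 19.8). In the same test tamoxifen replicate 1 scored 90.04% at higher peaks, 91.2% at 86 lower peaks and 35.9% at the 24 of these outside heat shock genes, and tamoxifen replicate 3 scored 128.1% (122.8 to 133.8) at higher and 104.1% (99.2 to 109.03) at lower peaks. Each library was set against the mean of the remaining tamoxifen libraries, so the reference of replicates 1 and 3 contained replicate 4. The shares of replicate 3 differed beyond their intervals too, but for this reason they are no independent control. The intervals treat neighbouring peaks as independent and do not measure the spread between libraries. The shares therefore do not decide on a mixture as part of the source, which stays open, as does a difference between mice. A mixture alone would place this library between the groups on the second component and at immediate early genes too, where it lay outside them.

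In Uba7, 2 of 7 peaks over exons (chromosome 9, 107979063 to 107979580 and 107979760 to 107979974) were 8.85- and 9.44-fold higher in oil replicates 1 and 4 than in the other 4 libraries. They were the only 2 of 175929 peaks with a gap of at least 4-fold between these libraries. A full-length processed copy of the gene would raise every exon, but the other 5 peaks over exons had a median log2 ratio of 0.12. A partial copy, a variant and an insertion stay open and were not tested.

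Motifs were counted in 900 higher distal peaks, fewer than the 934 called in the fit of distal peaks. Of the 900, 12% held a RUNX motif, 10.7% a PU.1 motif and 12.7% an AP-1 motif, against 5.08%, 5.31% and 7.40% of peaks matched on GC content, tag level and width. The smallest of the 3 ratios was 1.71, and none (0) of 1000 draws reached any of the 3 shares, which argues against GC content and tag level as the source. Among the other motifs of the panel, STAT5 was more frequent too (6.78% against 4.15%, 0 of 1000 draws as high) and CTCF less frequent (0.778% against 4.82%, 0 of 1000 draws as low). ISRE (3.22% against 3.39%) and NF-kB motifs (6.67% against 5.87%) lay within the matched range. So did both forms of the stricter NF-kB consensus (0.333% against 0.155% and 0.222% against 0.186%), which few peaks held. Among 37 lower distal peaks outside heat shock genes, 2.70% held a RUNX motif, with a matched range of 0 to 13.5% that includes the share at higher peaks, so 37 peaks are too few to say whether the excess is shared by both directions. A GATA motif was more frequent than in matched peaks in both directions, at 29.4% against 21.6% in higher and 45.9% against 22.5% in lower peaks. Direct action of the ligand through estrogen receptor elements would raise their frequency in higher peaks, but 2.11% held the element with a relaxed second part, against 2.68% (1.77 to 3.78) of matched peaks. Among the 37 lower peaks the share was 8.11%, against 2.72% (0 to 8.11, 93 of 1000 draws as high) of matched peaks. These peaks are too few to judge that direction. Action of the drug by other routes was not tested.

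Marker genes of other cell types were compared to look for other cells among the sorted ones. Peaks near 14 erythroid genes were lower (median log2 change -0.18, camera p = 2.0e-05, adjusted 1.8e-04, lower in 3 of 3 tamoxifen libraries), which held with an estimated correlation (0.00422) and fry (0.00285). No other split of the libraries gave as small a camera p, but 1 that mixed the groups gave 2.3e-04. The camera p therefore does not measure the spread between libraries. The medians were -0.06, -0.21 and -0.13 in tamoxifen replicates 1, 3 and 4, against -0.01 to 0.01 in the oil libraries. Single peaks of the set did not all go this way, since 2 higher and 3 lower ones had an adjusted p under 0.05 over all peaks. The T-cell set (0.08, camera p 0.0173, positive in 2 of 3 tamoxifen libraries) and the mature myeloid set (0.11, camera p 0.0258, positive in 3 of 3) were higher, both with an adjusted p of 0.0773. The T-cell median was 0.27 in tamoxifen replicate 1 but 0.035 and -0.007 in replicates 3 and 4, against -0.003 to 0.035 in the oil libraries. The mature myeloid median of tamoxifen replicate 3 (0.05) lay within the oil range (-0.03 to 0.06), and those of replicates 1 and 4 (0.17 and 0.08) lay above it. No shift of the B-cell set was detected (camera p 0.978). Whether erythroid cells were fewer or these loci less accessible in the leukaemia cells cannot be told apart, as both would give these values, and the same holds for the higher T-cell and mature myeloid sets.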
